# MicroRNAs show diverse and dynamic expression patterns in multiple tissues of *Bombyx mori*

**DOI:** 10.1186/1471-2164-11-85

**Published:** 2010-02-02

**Authors:** Shiping Liu, Song Gao, Danyu Zhang, Jiyun Yin, Zhonghuai Xiang, Qingyou Xia

## Abstract

**Background:**

MicroRNAs (miRNAs) repress target genes at the post-transcriptional level, and function in the development and cell-lineage pathways of host species. Tissue-specific expression of miRNAs is highly relevant to their physiological roles in the corresponding tissues. However, to date, few miRNAs have been spatially identified in the silkworm.

**Results:**

We establish for the first time the spatial expression patterns of nearly 100 miRNAs in multiple normal tissues (organs) of *Bombyx mori *females and males using microarray and Northern-blotting analyses. In all, only 10 miRNAs were universally distributed (including bmo-let-7 and bmo-bantam), while the majority were expressed exclusively or preferentially in specific tissue types (e.g., bmo-miR-275 and bmo-miR-1). Additionally, we examined the developmental patterns of miRNA expression during metamorphosis of the body wall, silk glands, midgut and fat body. In total, 63 miRNAs displayed significant alterations in abundance in at least 1 tissue during the developmental transition from larvae to pupae (e.g., bmo-miR-263b and bmo-miR-124). Expression patterns of five miRNAs were significantly increased during metamorphosis in all four tissues (e.g., bmo-miR-275 and bmo-miR-305), and two miRNA pairs, bmo-miR-10b-3p/5p and bmo-miR-281-3p/5p, showed coordinate expression.

**Conclusions:**

In this study, we conducted preliminary spatial measurements of several miRNAs in the silkworm. Periods of rapid morphological change were associated with alterations in miRNA expression patterns in the body wall, silk glands, midgut and fat body during metamorphosis. Accordingly, we propose that corresponding ubiquitous or tissue-specific expression of miRNAs supports their critical roles in tissue specification. These results should facilitate future functional analyses.

## Background

MicroRNAs (miRNAs) are an extensive class of small (~22 nucleotides) regulatory RNAs found in a wide range of eukaryotic organisms and viruses [1,2]. Increasing evidence shows that miRNAs function in several biological processes, including development, cellular differentiation, proliferation, metabolism and apoptosis [1,3-5]. Single miRNAs may regulate hundreds of different target genes at the post-transcriptional level, and extensively control more than 30% of animal genes [3,6]. Plant miRNAs regulate the expression of other genes by cleaving perfect or nearly perfect complementary sites within the transcribed regions [7], whereas animal miRNAs repress the translational expression of genes by partially binding to the complementary target sites at 3'untranslated regions (3'UTRs) [8,9]. The first members of the miRNA family discovered in invertebrates, lin-4 and let-7, are expressed in *Caenorhabditis elegans *at distinct stages of development and regulate the timing of larval transition through cell-fate decisions [8,10]. In insects, bantam miRNA regulates cell proliferation and death by targeting the apoptosis gene *hid *(*wrinkled*) [11]. *Drosophila *miR-14 is implicated in fat metabolism, stress resistance and cell death [12]. Interestingly, most of these well-characterized miRNAs are highly conserved between invertebrates and vertebrates, resulting in maintenance of their regulatory functions across species [13].

The tissue-specific expression patterns of miRNAs observed in many species [14-17] are considered a prerequisite for specifying and maintaining tissue identity [18]. Moreover, tissue- and cell-specific expression patterns are directly associated with the physiological functions of miRNAs. For instance, miR-1 is specifically expressed in cardiac and skeletal muscle precursor cells, and regulates cardiomyocyte proliferation in vertebrates [19]. In *Drosophila*, miRNA-1 is strongly expressed throughout the mesoderm of early embryos and subsequently in somatic, visceral, and pharyngeal muscles and the dorsal vessel, and functions in the post-mitotic growth of larval muscle [20]. miR-122 is an abundant liver-specific miRNA [21], which facilitates replication of the hepatitis C viral RNA in humans [22] and regulates cholesterol and fatty-acid metabolism [23,24]. Establishment of the tissue-specific distribution of miRNAs in these species offers critical insights into the roles of corresponding miRNAs in tissue specification and cell lineage decisions.

*B. mori*, a characteristic representative of Lepidoptera, has long been used as a model for lepidopteran biology [25]. A number of silkworm miRNAs have been experimentally identified and temporally characterized [26-30]. However, only the spatial expression patterns of let-7 have been extensively characterized in the silkworm to date [29]. In this study, we established the distribution of silkworm miRNAs in fifth-instar day 3 larvae and their spatiotemporal expression patterns in the body wall, silk glands, midgut and fat body during metamorphosis.

## Results and Discussion

### Identification of miRNAs in multiple tissues of fifth-instar day 3 larvae

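Small RNA from 10 tissues of fifth-instar day 3 larvae of the silkworm was labelled with Cy3 and hybridized to an oligonucleotide array with 106 miRNA probes, each printed as 3 spots. Head, body wall, anterior and posterior silk gland, midgut, fat body, hemocyte and malpighian tubule were taken from females and from males. Ovary and testis came from 1 sex each, so that there were 18 RNA specimens, 1 per tissue and sex. Each specimen was hybridized to 2 slides, a and b, which makes 36 arrays. The slides hold the same RNA and are technical replicates, so n counts specimens below, and a tissue has n = 2 (1 female, 1 male) except for the ovary and the testis. The number of arrays limits the precision of all values. Across probes, the log2 signals of slides a and b of a specimen had a Pearson correlation of 0.922 to 0.997 (median 0.984). For probes at 1000 or more, the spots of a probe on 1 array had a median coefficient of variation of 3.02% to 7.54%, after outlier spots had been replaced. The authors subtracted the local background, set spots at or below 0 to 10, replaced outlier spots and multiplied each array by 1 scaling factor, which their methods base on U6 and 5S rRNA. These factors ran from 0.635 to 3.17. The normalized signals so made were used here, with values under 100 set to 100 before the log2 and slides a and b averaged. Tissues were compared with limma over the 55 probes whose signal reached 1000 in at least 2 specimens, and a Benjamini-Hochberg adjusted p under 0.05 was taken as passing. By the labels of the arrays, the hybridizations fell into 10 sessions. Each larval tissue was hybridized in a session of its own (ovary and testis shared 1, and body wall and malpighian tubule each shared theirs with later stages only), so tissue and session cannot be told apart. The files name the probes SW-1 to SW-106 and do not pair them with miRNAs. The values are therefore given by probe, and a miRNA with replicate probes counts more than 1 time. Apart from the highest signal, no value is given for a named miRNA.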

To determine the global spatial expression patterns of miRNAs in silkworm, we designed a DNA oligonucleotide-based microarray examining 92 unique miRNAs with 106 antisense probes [30]. To verify results, all probes for miRNAs and controls were printed in triplicate on two parallel blocks. The microarray raw data and processed files have been deposited in the NCBI Gene Expression Omnibus [31] and are accessible through GEO Series accession number GSE18039 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18039. To make the inter-slide signals comparable, all net signals of fifth-instar day 5 larvae were normalized on the basis of U6 and 5 S rRNA signals. All internal and external controls were deleted after normalization. 

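The body wall had the largest set of probes with a normalized signal of 1000 or more in at least 1 sex, 65 of the 106, followed by the malpighian tubule with 50 and the head with 45. The midgut had 29, the anterior silk gland, the posterior silk gland and the ovary had 24 each, the testis had 22, and the fat body and the hemocyte had 20 each. In all 10 tissues, 12 probes reached 1000, and 34 probes reached it in none. Of the 72 probes expressed in at least 1 tissue, 18 were expressed in exactly 1: the body wall alone had 14, and the head and the malpighian tubule had 2 each. In all, 23 probes reached 1000 in the body wall, the malpighian tubule or both, and in no other tissue. The count of the body wall rests on the male specimen, which had 65 such probes against 34 in the female. Its slides differed, with 72 such probes on slide a and 48 on slide b. Body wall and malpighian tubule were the only larval tissues hybridized in the later sessions, in which arrays had a median of 54.5 such probes against 24.0 in the earlier ones. Of the 36 later arrays, 28 belong to the metamorphosis experiment, with other stages and another scaling, so this contrast is not one of session alone. These are counts at a threshold and have no test. On the larval body wall arrays the control spots named blank had scaled signals of 1889 to 2712, above the probe medians of 628.5 to 1445.7. They ran from 173 to 2160 in the malpighian tubule and up to 254 on the earlier arrays. The spots named Blank had a median net signal of -4.5 on the arrays of these 2 tissues. What the blank spots hold is not stated, so a raised background in the counts stays open. When each array was centred on its median over all probes, the counts were 19 in the body wall, 25 in the malpighian tubule, 43 in the hemocyte and 31 in the fat body. At a threshold of 2000, 4 probes stood above it in all 10 tissues.

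**Figure D1:**
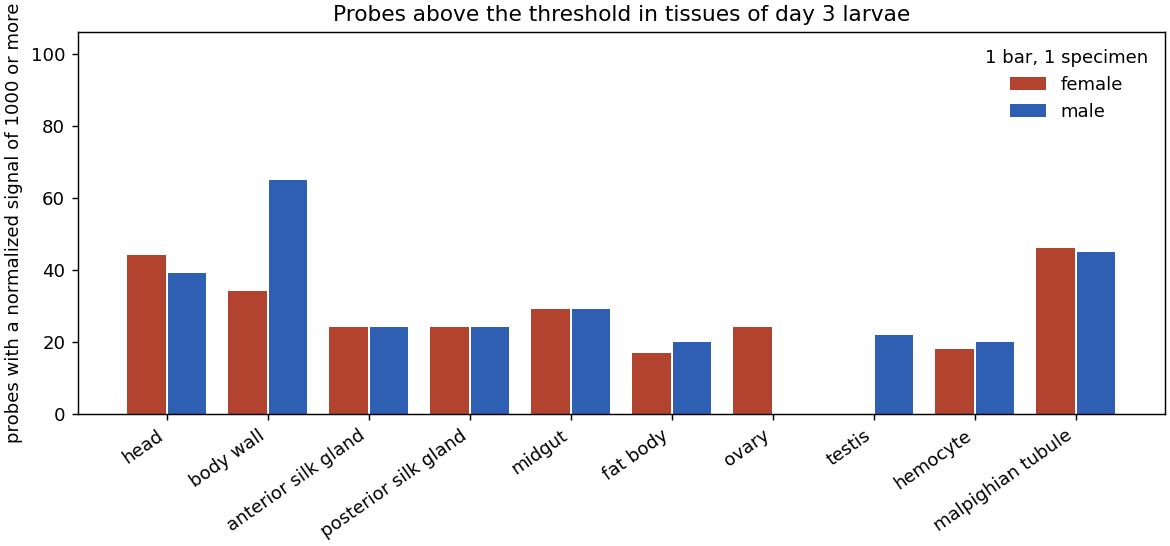
Number of the 106 probes with a normalized signal of 1000 or more (vertical axis) in each tissue of day 3 larvae (horizontal axis), with 1 bar per specimen, the mean of its 2 slides, for females and for males. The male body wall stands at 65 and the female body wall at 34, while the silk gland sections stand at 24 in both sexes.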

In all, only 10 miRNAs (No.37-46), including bmo-let-7, bmo-miR-34b and bmo-bantam, were ubiquitously expressed in all tissues examined, whereas individual tissues were enriched for distinct sets of miRNAs (Table 1). For example, strong expression signals of miR-124 (No.1) and miR-263b (No.4) were specifically detected in the head. Similarly, miR-124 is restricted to the central nervous system of the fruit fly [17] and only expressed in the brain of mouse [32]. The *Drosophila *orthologue of bmo-miR-7 has been identified in the nervous system, and may be related to segmentation, sensory organ development, and Notch signal transduction [17]. In the silkworm, miR-7 (No.10) was expressed in the head and gonads in both sexes, as well as in the body wall in males. Three miRNAs, miR-288 (No.14), miR-278 (No.16) and miR-13a (No.17) were solely detected in the head, body wall and malpighian tubules. A previous study shows that miR-274 is expressed predominantly in a single anterior stripe in *Drosophila *blastoderm embryos roughly corresponding to the intercalary segment [17]. In the silkworm, miR-274 (No.15) expression was restricted to the silk glands and malpighian tubules. miR-1 (No.22) was most strongly detected in the head and body wall, followed by the midgut, fat body and the malpighian tubules, but was undetectable in the silk glands, gonads and hemocytes. miR-279 (No.25) and miR-307-5p (No.30) were expressed in the head, body wall, fat body, ovaries, hemocytes and malpighian tubules.

**Table 1:** Spatial distribution of miRNAs in fifth-instar day 3 larvae

No.	miRNA	Probe sequence (5'-3')	HD	BW	ASG	PSG	MG	FB	OV	TE	HC	MT	Nor
1	miR-124	TAAGGCACGCGGTGAATGCCAAG	+	+									+
2	miR-1497	GCCCACCACCTGCTGCATGTA	+										+
3	miR-286	AGCACGAGTGTTCGGTCTAGTCA		+								+	NA
4	miR-263b	CTTGGCACTGGGAGAATTCAC	+										+
5	anti-miR-276-5p	AGCGAGGTATAGAGTTCCTACGT		+								+	NA
6	miR-5	CATATCACAACGATCGTTCCTTT		+								+	NA
7	miR-282	ACAGACAAAGCCTAGTAGAGGCTAGATT		+								+	NA
8	miR-29b	GCACTGAATTCGAATGGTGCTA		+						+		+	+
9	miR-283	CCCAGAATTACCAGCTGATATTTA		+			+					+	+
10	miR-7	ACAACAAAATCACTAGTCTTCCA	+	+					+	+			+
11	miR-9a	TCATACAGCTAGATAACCAAAGA	+	+					+				+
12	miR-228	CCGTGAATTCTTCCAGTGCCATT	+	+	+	+	+			+		+	+
13	miR-92	GGACTCCCTACTAGAGTCAATTT		+					+			+	+
14	miR-288	CATGAAATGAAATCGACATGAAA	+	+								+	+
15	miR-274	ATTACCCGTTAGTGTCGGTCACAAAA			+	+						+	+
16	miR-278	AAACGGACGAAAGTCCCACCGA	+	+								+	NA
17	miR-13a	CCACATCAAAGTGGCTGTGATA	+	+								+	+
18	miR-275	CGCGCGCTACTTCAGGTACCTGA	+	+					+		+	+	+
19	miR-10b-3p	ACCTCTCTAGAACCGAATTTGT	+	+			+					+	+
20	miR-10b-5p	ACAAATTCGGATCTACAGGGT	+	+			+					+	+
21	miR-133	CTACAGCTGGTTGAAGGGGACCAAATG	+	+				+				+	+
22	miR-1	CTCCATACTTCTTTACATTCCA	+	+			+	+				+	+
23	miR-277	TGTCGTACCAGATAGTGCATTTA	+	+	+	+						+	NA
24	miR-iab-4-5p	TCAGGATACATTCAGTATACGT		+			+	+	+	+		+	+
25	miR-279	TCAATGAGTGTAGATCTAGTCA	+	+				+	+	+	+	+	+
26	miR-281-3p	ATAAAGAGAGCAACTCCATGACA	+	+	+	+	+					+	+
27	miR-281-5p	ACTGTCGACGGATAGCTCTCTT	+		+	+	+					+	+
28	miR-252	CCTGCGGCACTAGTACTTAGGAA	+	+				+	+	+		+	+
29	miR-307-3p	TCACAACCTCCTTGAGTGAG											
30	miR-307-5p	ACATCACACCCAGGTTGAGTGAGT	+	+				+	+		+	+	NA
31	miR-12	ACCAGTACCTGATGTAATACTCA	+	+	+	+	+					+	NA
32	miR-184-3p	GCCCTTATCAGTTCTCCGTCCA	+	+			+	+	+	+	+	+	+
33	miR-31a	ACAGCTATGCCGACTTCTTGCCT	+	+	+	+	+	+	+	+		+	+
34	miR-305	CAGAGCACCTGATGAAGTACAAT	+	+	+	+	+		+	+	+	+	+
35	miR-276-3p	AGAGCACGGTATGAAGTTCCTA	+	+	+	+	+	+	+		+	+	+
36	miR-276-5p	AGCGAGGTATAGAGTTCCTACGT		+									NA
37	miR-289	AGTCGCAGGCTCCACTTAAATATTTA	+	+	+	+	+	+	+	+	+	+	+
38	let-7a	TACTATACAACCTACTACCTCA	+	+	+	+	+	+	+	+	+	+	+
39	miR-100	CACAAGTTCGGATTTACGGGTT	+	+	+	+	+	+	+	+	+	+	+
40	miR-8	GACATCTTTACCTGACAGTATTA	+	+	+	+	+	+	+	+	+	+	+
41	bantam	AATTAGCTTTCACAATGATCTCA	+	+	+	+	+	+	+	+	+	+	+
42	miR-200b	CATCTTTACCTGACAGTATTAGA	+	+	+	+	+	+	+	+	+	+	+
43	miR-2a	GCTCATCAAAGCTGGCTGTGATA	+	+	+	+	+	+	+	+	+	+	+
44	miR-317	ACTGAGATACCACCAGCTGTGTTCA	+	+	+	+	+	+	+	+	+	+	+
45	miR-79	ATGCTTTGGTAATCTAGCTTTA	+	+	+	+	+	+	+	+	+	+	+
46	miR-34b	CAACCAGCTAACCACACTGCCA	+	+	+	+	+	+	+	+	+	+	+

**Total number of expressed miRNAs**			**36**	**35**	**19**	**19**	**22**	**19**	**22**	**19**	**15**	**40**	**36**

All expressed miRNAs confirmed by microarray and Northern blotting methods are summarized in this table. A normalized signal value ≥1,000 was regarded as the positive expression threshold. Nevertheless, only those having signals higher than 1,000 in at least four specimens are listed here as the confirmed members. The same tissues from females and males are unified here. The alpha-numeric order in the left most column is listed sequentially for easier comparison of the results in this file with the descriptions in the text. Abbreviations: +, expressed; -, not expressed; No. the alpha-numeric number; HD, head; BW, body wall; ASG, anterior silk gland; PSG, posterior silk gland; MG, midgut; FB, fat body; OV, ovary; TE, testis; HC, hemocyte; MT, malpighian tubule; Nor, Northern blotting; NA, not assayed.

Hierarchical clustering based on expression variations revealed a clear split between different tissues and organs (Figure 1A). 

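Of the 55 probes tested, 54 differed between the 10 tissues by the F test of limma. The head and the malpighian tubule had the largest sets of probes above the mean of the other tissues, with 44 higher and 2 lower in the head and 42 higher and 0 lower in the malpighian tubule. The body wall had 34 higher and 3 lower. In the remaining tissues more probes were lower than higher, above all in the hemocyte (4 higher, 40 lower) and the fat body (5 higher, 33 lower). Probe SW-7 was 6.49 higher in the head on the log2 scale (standard error 0.45, adjusted p = 7.75e-10), and SW-68 was 4.41 higher (standard error 0.45, adjusted p = 6.04e-08). In the malpighian tubule, SW-54 was higher by 7.04 (standard error 0.41, adjusted p = 2.33e-11) and SW-106 by 6.95 (standard error 0.37, adjusted p = 6.55e-12). There 12 of 12 spots of SW-106 and 8 of 12 of SW-54 lay near the ceiling of the scanner (net signals of 64000 or more), so that the size and the order of these differences cannot be read. Both probes were also higher in the anterior silk gland, by 2.41 and 2.62. SW-6 was the probe with the largest difference in the body wall, at 3.87 (standard error 0.24, adjusted p = 2.77e-10). In the hemocyte, SW-27 lay 4.41 lower (a log2 difference of -4.41, standard error 0.44, adjusted p = 6.06e-08), whereas in the malpighian tubule it was 3.78 higher. SW-18 was higher in the ovary (2.83) and the testis (3.00), which hold 1 specimen each and take their spread from the other tissues. Each tissue was compared with the mean of the other 9, and tissue and session coincide in these arrays. The direction of the counts depends on the scaling of the arrays. Centring on array medians, which shifts the balance by itself, gave 11 higher and 26 lower in the head, 18 and 17 in the malpighian tubule, 18 and 19 in the body wall, 25 and 24 in the hemocyte and 11 and 21 in the fat body. After it the probes named here kept the sign of their differences. Of the smaller counts, the 3 lower in the body wall were 1 without its female and 9 without its male specimen, the 4 higher in the hemocyte were 2 without its male specimen or without the testis, and the 5 higher in the fat body were 8 without the male body wall. With a floor of 1000, the tissue contrasts that passed fell in number from 355 to 216, and without the filter 103 probes passed the F test.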

The anterior and posterior silk glands were tightly clustered, but clearly distinct from other tissue subsets, indicating no evident expression differences between the two distal segments of the silk gland. 

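Anterior and posterior silk gland were the most similar pair among the 10 tissues, with a Pearson correlation of 0.978 between their mean log2 signals, taken across probes, which are not independent replicates. In both sections SW-11 was above the mean of the other tissues (log2 difference 2.72 in the anterior and 2.28 in the posterior section) and SW-72 was far below it (-4.07 in the anterior section). Between the sections themselves, 1 of 55 probes passed the test of limma. SW-63 was higher in the anterior section by 1.35 on the log2 scale (standard error 0.33, adjusted p = 0.034, n = 2 specimens per section by limma), at mean log2 signals of 9.38 and 8.03, both under the threshold of 1000. The difference was 1.35 with a floor of 10 (adjusted p = 0.275) and 1.29 on slide a alone (adjusted p = 0.425), no longer past the threshold, and with a floor of 1000 both sections lay at the floor. At an unadjusted p under 0.05, 6 probes differed, and the median absolute difference was 0.32. In 12 of 18 fits that left out 1 specimen 0 probes passed. The sections were hybridized in different sessions, so a difference of session cannot be separated from one of section. The difference of SW-11 from the other tissues did not pass with a floor of 1000 (adjusted p = 0.381 and 0.814). With slide b alone, 5 probes passed.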

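The fat body, the gonads and the hemocyte held small sets of expressed probes. Across the probes, which are not independent replicates, the mean signals of ovary and testis had a Pearson correlation of 0.893, those of ovary and hemocyte 0.811, of fat body and ovary 0.809, of fat body and testis 0.762, of testis and hemocyte 0.714 and of fat body and hemocyte 0.681. Head and midgut, outside this set, had 0.709. The lowest value between any 2 tissues was 0.226, for body wall and malpighian tubule. Among the probes that set the tissues apart, SW-45 was higher in the fat body by 2.14 on the log2 scale (standard error 0.44, adjusted p = 0.000439) and SW-20 in the hemocyte by 2.76 (standard error 0.26, adjusted p = 2.53e-08), both against the mean of the other tissues with limma. SW-56 was higher in the ovary by 2.62 and SW-26 in the testis by 2.92, from 1 specimen in each of these tissues. The ovary and the testis were hybridized in 1 session, and the fat body and the hemocyte each in another.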

Fat body, gonads and hemocytes from both sexes were closely linked, but clearly separate from each other in clustering. The same tissues and organs from both sexes were obviously clustered into one subgroup, indicating that roles of individual miRNAs could be elucidated by linking to the biology of tissues in which they were uniquely expressed. 

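Female and male specimens of a tissue had nearly the same pattern of signals over the tested probes. The Pearson correlation between the sexes, across probes, was highest in the posterior silk gland (0.987), the head (0.982) and the midgut (0.981), and lowest in the malpighian tubule (0.944) and the body wall (0.920). Over the 8 tissues taken from both sexes its mean was 0.967, whereas the median between different tissues was 0.523. Of the 40320 ways to pair the females with the males, the pairing by tissue gave the highest mean (one-sided exact permutation test, p = 2.48e-05, the smallest p that these pairings can give). Among the specimens of the other sex, each of the 16 was closest to that of its own tissue. The margin was small for the anterior silk gland, whose female had 0.977 with its own male and 0.970 with the posterior male. With a floor of 1000 this held for 14 of 16. Female and male of a tissue were hybridized in the same session, so a closeness of session and of tissue cannot be separated. From the grouping of the sexes by tissue, the paper reasons that the roles of individual miRNAs could be worked out from the biology of the tissues in which they are uniquely expressed.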

Northern-blot results confirmed the significant diversity of the spatial expression profiles (Figures 1B, C, and 1D). For instance, both methods confirmed exclusive expression of miR-281-5p and miR-281-3p in the anterior-posterior silk glands, midgut and malpighian tubules of both females and males. This tissue-specific distribution indicates that miRNAs are unlikely to be transported among different tissues, although DNA may travel from the silk glands to the fat body [33].

**Figure 1:**
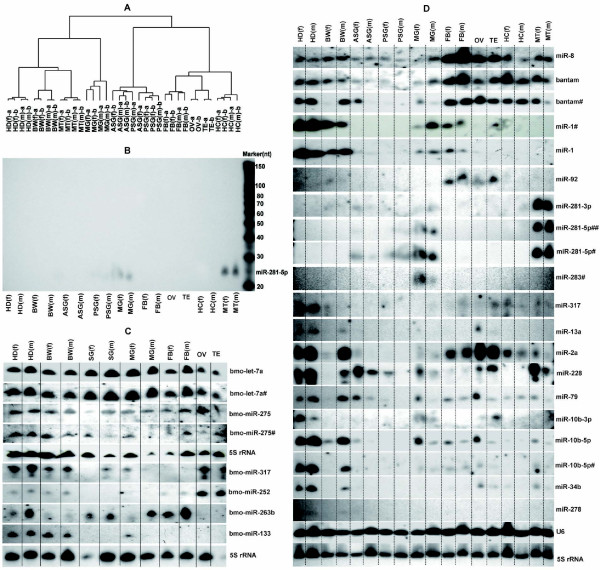
**Spatial expression patterns of miRNAs in fifth-instar day 3 larvae**. (A) Hierarchical clustering of miRNAs based on the normalized microarray signal values in different tissues. The highest signal was 79,375.67 (miR-1 in female head), and the average signal was 3,228.516. Only miRNAs presenting signals higher than 1,000 in at least two specimens were saved as positive and subjected to cluster analysis. In all, 67 unique miRNAs were finally selected as 'confirmed.' CLUSTER 3.0/TreeView software was used for clustering analysis with the median center in array spots. (B), (C) and (D)Northern blotting analysis of miRNAs in multiple tissues of fifth-instar day 3 larvae. (B) Decade Markers (Ambion) were applied in our Northern blotting experiments to estimate miRNA sizes. (C) Initially, we only examined 12 tissues using Northern blotting, and investigated the whole silk gland. (D) For a better comparison with microarray results, we examined the 18 tissues (organs) corresponding to those examined by microarray. The signal bands displaying sex differences are boxed, and those showing some differences from microarray results are underlined. 5 S rRNA and U6 were applied as loading controls. Abbreviations: HD, head; BW, body wall; ASG, anterior silk gland; PSG, posterior silk gland; MG, midgut; FB, fat body; OV, ovary; TE, testis; HC, hemocyte; MT, malpighian tubule; f, female; m, male; TN, tissue number. lowercases 'f' and 'm' in parentheses of (A) are female and male, respectively; 'a' and 'b' represent the average signals of each probe printed at three points on individual blocks.

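The highest normalized signal on the 36 arrays was 79375.67, for probe SW-7 in the female head on slide b, and the mean of both slides was 78943.5. The mean signal was 1735 over all 106 probes and arrays, and the median was 307.5. Over the 53 probes with a signal of 1000 or more on at least 4 arrays, the mean was 3228.516.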

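A normalized signal of 1000 or more was found in at least 2 of the 18 specimens for 55 of the 106 probes, when the 2 slides of a specimen were averaged. Counted on single arrays, 67 probes reached it on at least 2 of the 36 arrays and 53 on at least 4. Replicate probes of a miRNA are counted singly in these numbers. The limma comparisons of tissues rest on the 55 probes. When they were repeated over the probes at 1000 on at least 2 arrays, a filter chosen after seeing the data, 66 probes differed between tissues and 0 differed between the silk gland sections.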

The silk glands of *B. mori *are completely formed at the end of embryonic development, and highly differentiated into anterior, middle and posterior sections [34,35]. The silk glands are responsible for the production of two categories of cocoon protein, fibroins and sericins. Expression of all sericin genes is limited to the anterior and middle parts of the silk gland [36,37], whereas fibroin genes are expressed exclusively in the posterior silk gland [38,39]. The repeated turn-off and turn-on of sericin and fibroin genes has been attributed to the action of ecdysone and juvenile hormone [34]. In this study, only 19 unique miRNAs were detected in the silk gland, and no section-specific miRNAs were identified using microarrays (Table 1), but Northern-blot analysis revealed significantly higher levels of bantam, miR-228 and miR-79 in the anterior silk gland compared with the posterior silk gland (Figure 1D).

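The anterior and the posterior silk gland had the same 24 probes at a normalized signal of 1000 or more in at least 1 sex, and 0 probes reached it in 1 section only. Female and male specimens had 24 such probes in each section. Among the brighter ones, the signal of SW-45 in the anterior section was 12291 and 11676 on slides a and b of the female and 7059 and 6989 on those of the male. Of the 55 probes tested, 3 had an absolute log2 difference of 1 or more between sections, with a median standard error of 0.41 for a difference between sections, and among these SW-63 alone passed the test.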

### Sex-biased expression of miRNAs

We screened miRNAs displaying sex-dependent expression patterns using microarray analysis (Table 2). 

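A probe was counted as sex-biased in a tissue when the higher sex had a signal of 1000 or more and at least 1.5 times that of the other on both slides. By this rule 51 pairs of probe and tissue were sex-biased in the 8 tissues taken from both sexes, of which 30 were male-biased probes of the body wall and 8 were female-biased probes of the malpighian tubule. The lead of the body wall depends on the scaling: centring the arrays on the median signal of the bright probes left 8 male-biased and 3 female-biased probes there, against 20 and 3 in the malpighian tubule, and dividing by the median ratio, a step chosen after seeing the data, left 11 and 1 against 4 and 6. In the head 2 probes were female-biased (SW-8 and SW-33). In the fat body 1 was female-biased (SW-18) and 2 were male-biased (SW-68 and SW-7), the hemocyte had 3 male-biased probes (SW-17, SW-41 and SW-59), and the midgut had 0. The direction in the hemocyte rests on the labels of its specimens, whose control spots zip21 and zip23 had the reverse order of the sexes seen in the other tissues of the earlier sessions. The 2 slides of 1 specimen, which hold the same RNA, lay 1.5-fold or more apart for 8 of 512 pairs of probe and specimen (1.6%). The share was highest in the female midgut (3 of 28, 10.7%) and the male body wall (4 of 47, 8.5%). This spread is technical and is not that between specimens. Each tissue has 1 specimen per sex, so no p-value can be given within a tissue. Across the 8 tissues, with tissue as a block, 0 of 55 probes differed between the sexes by limma (smallest adjusted p = 0.741). At an unadjusted p under 0.05, 2 probes did, both higher in males. Of the 66 pairs of ratios in Table 2, 62 were matched on both slides by at least 1 probe within 0.05, and 49 by exactly 1 probe. With 0.3, 0.5 or 0.7 added to the ratios, 8, 1 and 2 pairs were matched.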

Approximately 20 miRNAs were significantly expressed in the body wall of males (e.g., miR-2a, miR-34b and miR-10b-5p/3p). Additionally, Northern-blot results confirmed sex differences in body wall expression of 10 miRNAs (e.g., bantam, miR-1, miR-13a and miR-2a) (Table 2, Figure 1D). 

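In the body wall of males 30 probes were at least 1.5-fold higher than in females on both slides, and 0 were higher in females. The largest ratios were those of SW-68 (5.26 on slide a and 6.17 on slide b) and SW-7 (6.20 and 5.04), followed by SW-27 (4.45 and 4.15) and SW-61 (4.07 and 3.97). The smallest ratio on a slide was 1.52. The signal of SW-68 was 31728 and 29695 on the slides of the male and 6034 and 4815 on those of the female. The difference was shared by the whole set of bright probes. All 47 probes with a signal of 1000 or more in either sex on both slides were higher in the male on the mean of both slides, by a median of 1.91-fold, though SW-6 was nearly equal in the sexes. After the arrays were centred on the median of these probes, 8 of the 30 were still 1.5-fold higher in the male (SW-68, SW-7, SW-27, SW-61, SW-72, SW-18, SW-49 and SW-57) and 8 were lower in the male on both slides. When the ratios were divided by their median instead, a step chosen after seeing the data, 11 were still higher (SW-25, SW-38 and SW-45 in addition) and 4 lower. In net signals before the normalization 52 were male-biased and 0 female-biased. There is 1 specimen per sex and no test.

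**Figure D2:**
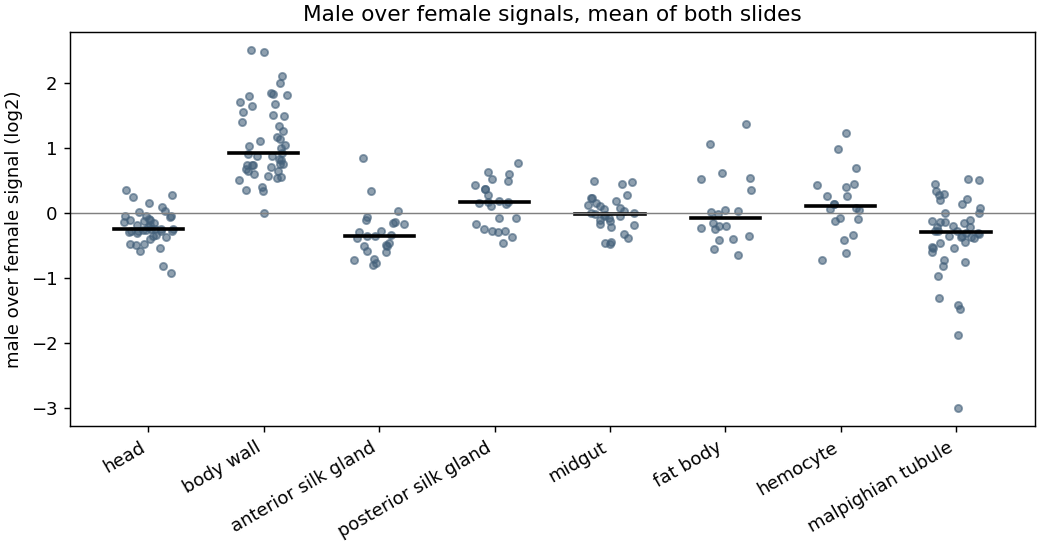
Log2 ratio of the male over the female normalized signal, averaged over both slides (vertical axis), in the 8 tissues taken from both sexes (horizontal axis). Each point is a probe with a signal of 1000 or more in either sex on both slides, and the bar is the median. All 47 points of the body wall lie above 0, that of SW-6 barely so.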

Even though no miRNAs presented obvious section-specific status in the silk gland on the basis of microarray analysis, several miRNAs showed some sex-dependent accumulation in this organ (Table 2, Figure 1D). 

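In the anterior silk gland 3 probes were higher in the female by at least 1.5-fold on both slides: SW-35 (1.78 and 1.71), SW-45 (1.74 and 1.67) and SW-11 (1.61 and 1.66). SW-9 was higher in the male (1.85 and 1.75). In the posterior section SW-59 was higher in the male (1.77 and 1.66). These 5 probes differ from each other, so 0 were sex-biased in both sections. The median ratio of the sexes over the 24 bright probes was 1.27-fold in the anterior section, with 21 probes higher in the female, and 1.12-fold in the posterior section, with 15 higher in the male. After centring on the median of these probes SW-9 alone was still 1.5-fold apart. SW-59 was so too when the ratios were divided by their median, a step chosen after seeing the data.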

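Over the 8 tissues taken from both sexes, 35 probes were sex-biased in at least 1, of which 23 were so in exactly 1 tissue and 12 in at least 2. The direction turned between tissues for 7 of these 12 (SW-7, SW-18, SW-27, SW-31, SW-38, SW-45 and SW-53), and all 7 were higher in the male body wall and in the female malpighian tubule. SW-45 was 4.37-fold and 2.99-fold higher in the male body wall on the 2 slides and 2.93-fold and 4.61-fold higher in the female malpighian tubule. SW-7 was also higher in the male fat body (2.54 and 1.74) and SW-18 in the female fat body (1.64 and 1.50). After the arrays were centred on the median of the bright probes, SW-27 was the 1 probe of the 7 that was still 1.5-fold apart in both tissues. With the ratios divided by their median, a step chosen after seeing the data, SW-18, SW-27, SW-38 and SW-45 were. The difference between tissues in these ratios was not tested, since each sex has 1 specimen per tissue.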

Importantly, sex-dependent expression was tissue-specific. For example, miR-1 was predominantly expressed in the body wall and fat body in males, and in the malpighian tubules in females. Sex-dependent expression of miR-275 was also observed in the gonads and hemocyte on microarray blocks with two different probes. In all, microarray analyses revealed sex-specific differences in the expression patterns of 16 other miRNAs in the gonads. Specifically, 13 were significantly expressed in the ovaries (e.g., miR-34b, miR-275, miR-305, and let-7a) and four in the testes (miR-252, miR-29b, miR-7, and miR-228,). 

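In the gonads 10 probes were at least 1.5-fold higher in the ovary than in the testis on both slides, and 3 were higher in the testis. SW-56 had the largest ratio in the ovary, 9.10 on slide a and 10.46 on slide b, at 2156 and 2098 against 237 and 201 in the testis. SW-20 followed with 5.26 and 4.86. The remaining ones were SW-63, SW-35, SW-53, SW-69, SW-76, SW-45, SW-72 and SW-59. In the testis SW-70 was higher by 7.90 and 6.79, SW-40 by 5.52 and 4.53, and SW-26 by 3.29 and 3.46. Of 25 probes with a signal of 1000 or more in either gonad, 16 were higher in the ovary and 9 in the testis, with a median ratio of 1.20-fold. Ovary and testis are different organs with 1 specimen each and were left out of the test of sex across tissues. After centring on the median of these probes, 7 of the 10 and 3 of the 3 were still 1.5-fold apart in the same direction, and 4 and 3 when the ratios were divided by their median, a step chosen after seeing the data.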

Northern blotting revealed marked individual differences in the levels of miR-92, miR-317, miR-228, miR-79, miR-10b-3p/5p and miR-34b in the gonads (Figure 1D). However, the sex-bias of miR-92, miR-79 and miR-10b-3p was in contrast with microarray results. Small expression differences in miR-274 were observed in male and female anterior silk glands (1.6-fold) and posterior silk glands (1.6-fold), but differences were more significant in the malpighian tubules (8.7- and 7.3-fold) (Table 2). 

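In the malpighian tubule 8 probes were at least 1.5-fold higher in the female on both slides, and 0 were higher in the male. SW-11 had the largest ratios, 8.74 and 7.31, from signals of 7686 and 6693 in the female and 880 and 916 in the male. SW-45 (2.93 and 4.61), SW-27 (2.54 and 3.07), SW-18 (2.17 and 3.31) and SW-31 (2.87 and 2.14) followed. SW-38, SW-53 and SW-7 had ratios between 1.60 and 2.20. Of 46 probes with a signal of 1000 or more in either sex on both slides, 35 were higher in the female, by a median ratio of 1.22-fold over all 46. The counts depend on how the sexes are put on 1 scale. When each ratio was divided by the median ratio of the slide (1.15 and 1.25), a step chosen after seeing the data, 6 of the 8 were still 1.5-fold higher in the female (SW-11, SW-45, SW-27, SW-18, SW-31 and SW-38) and 4 other probes were so in the male. When the arrays were centred on the median signal of these probes, which was 1.64 and 1.61 times as high in the female, SW-11, SW-45 and SW-27 were left in the female and 20 probes came out higher in the male. With 1 specimen of each sex these ratios have no test.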

Based on microarray analysis, 10 female-biased miRNAs were detected in the malpighian tubules (miR-286, miR-228, miR-274, miR-1, miR-252, let-7a, miR-8, bantam, miR-200b, and miR-2a), whereas miR-276-5p and miR-305 showed male-prone accumulation in malpighian tubules. Similar results were obtained by Northern blot analysis for bantam, miR-2a, miR-228 and miR-79 (Figure 1D). miR-263b and miR-133 expression patterns were not significantly different between sexes in microarray analyses. In contrast, Northern blotting confirmed high miR-263b expression levels in the head, midgut and fat body of males, and high miR-133 expression levels in the midgut of females (Figure 1A). Although we cannot exclude a technical basis for this discrepancy, the inconsistent data obtained with microarray and Northern-blot analyses may have arisen from individual differences in the metabolic states of the silkworms used for sampling. This is because some sex-dependent miRNAs have been shown to respond sensitively to nutritional status, which reduces the sex difference, even under mild starvation conditions [40].

**Table 2:** Sex-biased expression of miRNAs

Tissue	Microarray results				Northern results	
	**Female-biased**		**Male-biased**		**Female-biased**	**Male-biased**
				
	**miRNAs**	**Ratio**	**miRNAs**	**Ratio**		

HD						miR-34b
						miR-263b

BW			bantam	3.3, 2.7		bantam
			miR-1	5.3, 6.2		miR-1
			miR-13a	2.1, 1.6		miR-13a
			miR-2a	2.9, 2.2		miR-2a
			miR-228	2.0, 1.4		miR-228
			miR-79	3.5, 3.1		miR-79
			miR-10b-3p	3.1, 3.2		miR-10b-3p
			miR-10b-5p	2.5, 2.7		miR-10b-5p
			miR-34b	2.3, 1.9		miR-34b
			miR-278	2.0, 1.3		miR-278
			miR-252	3.8, 3.4		
			miR-237	2.1, 1.7		
			miR-31a	4.5, 4.2		
			miR-286	2.2, 2.6		
			miR-1497	2.0, 1.7		
			miR-276-3p	2.7, 1.7		
			miR-276-5p	2.8, 2.0		
			miR-275	2.3, 1.8		
			miR-124	2.8, 2.0		
			miR-8	4.4, 3.0		
			miR-184-3p	3.6, 3.4		
			let-7a	2.4, 2.0		
			miR-100	4.1, 4.0		

ASG	bantam	1.5, 1.5	miR-289	1.8, 1.8	bantam	
	miR-79	1.2, 1.3			miR-79	
	miR-281-3p	1.4, 1.4			miR-281-3p	
	miR-281-5p	1.4, 1.4			miR-281-5p	
	miR-228	1.4, 1.4			miR-228	
	miR-274	1.6, 1.7			miR-2a	
	miR-8	1.7, 1.7				

PSG	miR-228	1.4, 1.4	miR-34b	1.8, 1.7	miR-228	
	miR-79	1.2, 1.3			miR-79	
	bantam	1.6, 1.2				

MG					miR-10b-3p	
					miR-10b-5p	

FB			miR-1	3.1, 2.2	miR-79	miR-228

GN	miR-34b	1.6, 1.8	miR-228	3.3, 3.5	miR-10b-5p	miR-92
	miR-10b-5p	1.4, 2.4	miR-7	5.5, 4.5	miR-34b	
	miR-10b-3p	2.3, 2.5	miR-29b	7.9, 6.8		
	miR-275	3.3, 3.4				
	miR-305	2.1, 2.0				
	let-7a	1.7, 2.5				
	miR-307-5p	5.3, 4.9				
	miR-8	1.7, 2.2				
	miR-92	9.1, 10.5				
	miR-9a	2.2, 2.4				
	miR-276-3p	1.7, 1.8				
	miR-317	1.7, 2.4				
	miR-184-3p	1.6, 1.7				

HE	let-7a	1.8, 1.5	miR-275	2.4, 2.3	miR-2a	
			miR-34b	1.6, 1.7	miR-8	

MT	bantam	1.2, 1.5	miR-277	1.3, 1.5	bantam	
	miR-2a	1.4, 1.5			miR-2a	
	miR-228	1.3, 1.4			miR-228	
	miR-274	8.7, 7.3			miR-79	
	miR-286	2.9, 2.1				
	miR-200b	1.7, 2.2				
	miR-8	2.9, 4.6				
	let-7a	1.6, 1.8				
	miR-31a	2.5, 3.1				
	miR-1	1.6, 1.9				

Listed in this table are miRNAs showing sex-bias in any tissue examined. The degree of sex difference is represented by the ratio of the normalized signals between females and males. Abbreviations: HD, head; BW, body wall; ASG, anterior silk gland; PSG, posterior silk gland; MG, midgut; FB, fat body; GN, gonads; HC, hemocyte; MT, malpighian tubule.

Recent studies have also shown sex-related miRNA expression patterns in the rat [40-42]. For example, miR-29b is predominantly expressed in the liver of female rats [40], in contrast to the sex differences observed in silkworm gonads. Specific protein-coding genes of *B. mori *also display sexual differences [43,44]. The livers of rat and human males contain higher levels of genes involved in fuel metabolism, whereas fatty acid translocase is predominantly transcribed in females [45]. Several sex-dependent hepatic genes in the rat liver are regulated by growth hormone (GH) [46,47]. GH significantly down regulates sex-dependent hepatic miRNAs (miR-451 and miR-29b), but does not affect the levels of 5 S rRNA [40]. Cell-cycle genes are also activated during the initiation of midgut metamorphosis, and depend on ecdysone signaling. These results demonstrate multiple new connections between the ecdysone regulatory network and other well-characterized regulatory networks.

### Dynamic expression patterns in tissues during metamorphosis

To determine the extent of tissue-specific changes during specific developmental events, we assessed changes in miRNA expression in four individual tissues and organs (body wall, silk glands, midgut and fat body) from fifth-instar day 7 larvae to pupae. 

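RNA of the body wall, silk gland, midgut and fat body was hybridized to the same 106-probe array at successive stages. The body wall and the fat body were taken from fifth-instar day 7 larvae, 0-hour spinning larvae, 0-hour prepupae and day 1 pupae, and the silk gland and the midgut at the 3 stages up to the prepupae. Each tissue and stage has 1 RNA specimen, so there are 14 specimens, hybridized to 2 slides each (28 arrays). Stages serve as the replicates of a tissue, and no stage of a tissue has a replicate. The log2 signals of slides a and b had a Pearson correlation across probes of 0.925 to 0.991 (median 0.975). The authors scaled each array by 1 factor from 0.629 to 1.46, a global normalization to the mean by the results and to the median by the methods. After it, the mean over all spots varied between arrays by 11.7% and their median by 42.5% (coefficients of variation). From these signals, values under 100 were set to 100, taken to log2 and averaged over slides. limma was fitted to the 83 probes with a signal of 1000 or more in at least 3 specimens, with tissue and stage as factors for the tissues and with a slope per stage step for the trends. Slopes therefore treat the steps between stages as equal. The specimens of the body wall, the silk gland and the midgut were spread over 3, 2 and 2 sessions, and those of the fat body were all hybridized in 1. By the methods of the paper, 42 of the 106 probes are for miRNAs of other organisms that are not homologous to the silkworm genome. The files do not mark them, so they could not be left out.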

The microarray raw data and processed files are also accessible through GEO Series accession number GSE18039. To make the inter-slide signals more comparable, all net signals of scanned points were normalized using a global-mean method. 

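Over the 83 probes, tissue accounted for 62.3% of the variance of the log2 signals given stage (permutation test with 100000 draws, p = 0.00014), and stage for 13.7% given tissue (p = 0.15, same permutation test). The residual share was 21.6%. Both tissue and stage have 3 degrees of freedom. Of the probes that set tissues apart, SW-11 was higher in the silk gland by 6.09 on the log2 scale and lower in the midgut (-3.24), SW-106 was higher in the midgut by 3.56 and lower in the body wall (-4.50), and SW-100 was higher in the fat body by 2.57. In the midgut SW-11 lay near the floor, at a mean log2 signal of 6.83, so the sizes of its differences depend on the floor. With the session as a fixed block, tissue held 41.8% (p = 0.0036, permutation) and stage 9.7% (p = 0.45, permutation). This fit was chosen after seeing the data. When each array was centred on its median, the share of stage was 14.0% with p = 0.016 by permutation.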

The unsupervised hierarchical clustering of miRNA expression based on microarray clearly separated these four tissues (Figure 2A), with greater differences in miRNA expression between tissues than developmental stages. Both methods confirmed that most miRNAs were preferentially expressed in individual tissues (Figures 2B and 2C). For example, miR-281 and miR-283 were mainly observed in the silk glands and midgut. 

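By the F test of limma, 51 of the 83 probes differed between the 4 tissues over metamorphosis. Against the mean of the other 3 tissues, the silk gland had 26 probes higher and 8 lower, the midgut 11 higher and 4 lower, the body wall 8 higher and 25 lower, and the fat body 4 higher and 21 lower. In all, 41 probes were higher in at least 1 tissue, and 33 of these in exactly 1. The 26 of the silk gland include dim probes, with mean log2 signals there of 10.3 to 11.0. On its arrays the control spots named blank had scaled signals of 3156 to 4123, apart from slide a of spinning larvae (457). The probe medians of these arrays were 1244 to 2721. What the blank spots hold is not stated, so a raised background in these counts stays open. At least 19 of the 83 probes are for miRNAs of other organisms. SW-68 was higher in the body wall by 2.65 on the log2 scale (standard error 0.41, adjusted p = 2.52e-07) and in the midgut by 2.78 (standard error 0.45, adjusted p = 1.3e-06), and lower in the fat body (-2.77) and the silk gland (-2.66). SW-7, which may be a probe of the same miRNA by the ratios of Table 2, had the same signs in each of these tissues. In the silk gland, SW-11 had a standard error of 0.61 and an adjusted p of 6.36e-13, and SW-72 was lower (-3.07, standard error 0.44, adjusted p = 8.46e-08). The fat body was above the other tissues in SW-18 by 2.26 (standard error 0.39, adjusted p = 5.77e-06). SW-106 and SW-54 were higher in both the midgut and the silk gland, as they had been in the malpighian tubule and the anterior silk gland of day 3 larvae. The F test passed for 39 probes with the session as a fixed block. After centring on array medians, which shifts the balance by itself, the silk gland had 12 higher and 19 lower and the body wall 22 and 14. The probes named here kept their sign, but SW-54 in the silk gland no longer passed (1.13, adjusted p = 0.0765). Without the body wall of spinning larvae, 70 of the contrasts passed in place of 107. The counts per tissue depend on single specimens. The 26 probes higher in the silk gland were 6 without its prepupae, 7 without its day 7 larvae and 13 without its spinning larvae, 11 and 12 without the midgut of spinning larvae and of prepupae, 12 and 14 without the body wall of spinning larvae and of pupae, and 15, 12 and 12 without the fat body of day 7 larvae, of prepupae and of pupae. The 25 lower in the body wall were 7 and 8 without its day 7 and spinning larvae, 14 without the midgut of day 7 larvae, 16 without the silk gland of day 7 larvae and 16 without the fat body of prepupae. Its 8 higher were 4 without its spinning larvae, the 11 higher in the midgut 17 without the silk gland of day 7 larvae, the 4 lower in the midgut 2 without its spinning larvae, and the 21 lower in the fat body 11 without its day 7 larvae.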

Alternative probes used with both methods confirmed substantial miR-1 expression levels in the body wall and midgut during metamorphosis, which was clearly observed in the fat body of cocoon-spinning larvae and lasted until the end of the spinning period. miR-34b was highly expressed in the four tissues of late fifth instar larvae, and exclusively induced in the silk glands at the onset of the wandering stage; this was followed by a sharp decrease in expression in the four tissues at the end of the cocoon-spinning period. In contrast to miR-34b, low levels of miR-275 and miR-305 were confirmed with both methods in the four tissues of fifth-instar day 7 larvae, but strong expression was verified in the body wall, midgut and fat body from the spinning larval to pupal stages. Notably, miRNA-274 expression was exclusively detected in the silk glands during metamorphosis. Complementary to miR-274 expression, miR-184-3p was significantly expressed in the body wall, midgut and fat body, but was absent from the silk glands. miR-252 was most strongly detected in the fat body compared with other tissues during metamorphosis. The two methods also showed that miR-228 was almost undetectable in the body wall of fifth-instar day 7 larvae and in the fat body during the whole metamorphosis period, but was highly expressed in the histolytic silk glands and midgut. Some other miRNAs displaying tissue-prominent accumulation are included in Figure 2.

**Figure 2:**
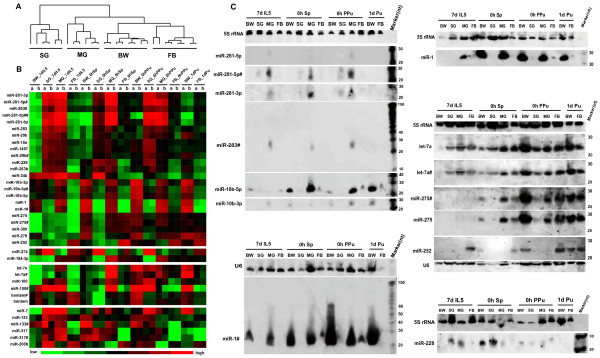
**Spatiotemporal expression of miRNAs in tissues undergoing metamorphosis**. (A) Hierarchical clustering analysis of miRNA expression in four tissues undergoing metamorphosis from larval to pupal stages. Only miRNAs presenting signals higher than 1,000 in at least six specimens were scored as positive and subjected to cluster analysis. In all, data from 83 miRNAs were finally scored as expressed. Clustering analysis was also performed by CLUSTER 3.0/TreeViewsoftware based on array spot median center. (B) miRNAs were obviously differentially expressed in these tissues in microarray analysis. The colors represent relative expression for each miRNA, specifically, green, low; black, mean; and red, high. (C) Northern blotting analysis of miRNAs in four tissues undergoing metamorphosis. 5 S rRNA and U6 served as loading controls. Both microarray and Northern blotting analyses with alternative probes for bmo-miR281-5p, bmo-miR-10b-5p, bmo-miR-1, bmo-let-7a and bmo-miR-275 yielded reproducible results. Abbreviations: 7d IL5, Fifth-instar day 7 larvae; 0hr Sp, 0 hour spinning larvae; 0hr PPu, 0 hour prepupae; 1d Pu, day 1 pupae; HD, head; BW, body wall; SG, silk gland; MG, midgut; FB, fat body; 'a' and 'b' represent the average signals of individual probes printed at three points on each block.

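A signal of 1000 or more was reached by 83 of the 106 probes in at least 3 of the 14 specimens, with slides averaged, and by 83 probes on at least 6 of the 28 arrays. The silk gland of day 7 larvae had the most such probes (91), followed by the midgut of the same stage (84). On the arrays of these specimens the control spots named blank had scaled signals of 3233 to 3811, above the probe medians of 1941 to 2721. Such spots reached 1000 on 27 of the 36 later arrays. What they hold is not stated, so a raised background in these counts stays open. The later silk gland specimens had 75 each. The midgut had 67 in spinning larvae and 73 in prepupae. The body wall went from 31 in day 7 larvae to 43, 63 and 50 at the later stages, and the fat body from 41 to 53, 52 and 52. All 14 specimens shared 22 probes at this level, and 13 probes did not reach it in any. Apart from the 42 probes for miRNAs of other organisms the array holds 64 probes, so at least 27 of those 42 reached 1000 in the silk gland of day 7 larvae and at least 19 were among the 83 tested.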

We were particularly interested in miRNAs that are developmentally regulated within individual tissues. Accordingly, we compared the expression patterns of these miRNAs in each tissue during metamorphosis. The expression levels of 63 miRNAs were significantly altered in at least one of the four tissues during the developmental transition from larvae to pupae (Additional file 1). 

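In the body wall 5 probes rose from day 7 larvae to pupae and 0 fell, in the silk gland 1 fell and 0 rose, and in the midgut and the fat body 0 of the 83 probes passed the test of limma for a slope per stage. Together, 6 probes passed in at least 1 tissue. In the body wall SW-53 rose by 1.08 log2 units per stage (standard error 0.27, adjusted p = 0.0441) and SW-76 by 1.02 (standard error 0.29, adjusted p = 0.0441), followed by SW-27, SW-26 and SW-70 with slopes of 0.89, 0.86 and 0.78. The log2 signal of SW-53 was 11.2 in day 7 larvae and 14.7 in pupae. By the ratios of Table 2, SW-53 and SW-76 may be probes of 1 miRNA. SW-26 and SW-70 were dim in the body wall, at mean log2 signals of 9.63 and 9.52, under the threshold of 1000. With a floor of 1000 their slopes were 0.26 and 0.20 (adjusted p = 0.353 and 0.475 by limma). In the silk gland SW-24 had a slope of -2.15 per stage (standard error 0.54, adjusted p = 0.0469), from a log2 signal of 10.9 to the floor. At an unadjusted p under 0.05, 32 probes rose and 0 fell in the body wall, 0 rose and 1 fell in the silk gland, 0 rose and 3 fell in the midgut, and 11 rose and 1 fell in the fat body. Data were also simulated with the spread of these fits, independent between probes and specimens and without an effect of session. In them a slope of 1 per stage was found for 76.5% of probes in the body wall and for 16.1% in the silk gland. With the session as a fixed block 0 probes passed in any tissue. SW-24 kept a slope of -2.15 (adjusted p = 0.423) by construction, since its day 7 larvae and prepupae shared a session. In the body wall SW-70 had 0.71 and SW-53 0.65 (both adjusted p = 0.714), and SW-27 had 0.30 (adjusted p = 0.942). The body wall of day 7 larvae was alone in its session, so the block takes it out of these slopes. Few degrees of freedom are left, so the loss of calls does not show that session made the trends. After centring on array medians 0 passed as well, and SW-53 had a slope of 0.60 in the body wall (adjusted p = 0.196). The number of probes with a trend ran from 0 without the body wall of day 7 larvae to 29 without the body wall of pupae.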

A small fraction of miRNAs increased or decreased expression in the four tissues, indicative of common responses in shared functions. 

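With a single slope for the 4 tissues, 6 of the 83 probes rose and 1 fell over the stages. SW-27 rose by 0.84 log2 units per stage (standard error 0.15, adjusted p = 0.000852), SW-17 by 0.89 (standard error 0.23, adjusted p = 0.0129) and SW-41 by 0.84 (standard error 0.23, adjusted p = 0.0202). By the ratios of Table 2, SW-17 and SW-41 may be probes of 1 miRNA, so their slopes need not be independent. SW-35 and SW-53 had slopes of 0.72 and 0.60. SW-59 fell, with a slope of -0.98 (standard error 0.21, adjusted p = 0.00478). The 6 rising probes had a positive slope in 4 of 4 tissues and SW-59 in 0 of 4. At an unadjusted p under 0.05, 15 probes had a common trend. The slope was positive in all 4 tissues for 9 probes and negative in all 4 for 6, without regard to a test. With the session as a fixed block 2 probes rose and 1 fell. Of those named, SW-27 was among them, while SW-59 kept its slope (-1.01) at an adjusted p of 0.062, and SW-17, SW-41, SW-35 and SW-53 had 0.61, 0.56, 0.50 and 0.41 (adjusted p = 0.131, 0.198, 0.234 and 0.068). When the arrays were centred on their medians, 1 rose and 8 fell. Without the fat body of day 7 larvae 1 rose and 1 fell, and without the body wall or the midgut of that stage 2 rose and 1 fell.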

Common or similar regulatory motifs and cognate transcription factors may be responsible for such co-expression. Among these miRNAs, miR-275 and miR-305 are clustered in the silkworm genome [30] and were found to be coordinately upregulated. In addition, ten miRNAs increased and eight miRNAs decreased in at least two tissues. 

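Tested tissue by tissue with the specimen as the replicate, 0 of the 83 probes rose in at least 2 tissues and 0 fell in at least 2. The body wall and the fat body had the largest sets with a positive slope, SW-53 and SW-27 among them, at 75 and 62 probes, of which 5 and 0 passed the test of limma (32 and 11 at an unadjusted p under 0.05). When the 2 slides of a specimen were taken as separate samples, so that the spread was technical, 10 probes rose and 1 fell in at least 2 tissues.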

An extremely small set of miRNAs displayed unique alterations in each particular tissue. 

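The 6 probes that passed the test for a trend each did so in 1 tissue, 5 in the body wall and SW-24 in the silk gland. That a slope passed in 1 tissue does not show that it differed from the others: in the test of limma for slope differences between the 4 tissues, 0 of the 83 probes passed (smallest adjusted p = 0.156), and 3 had an unadjusted p under 0.05.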

Only 14 miRNAs showed divergent expression patterns, with increasing abundance in one tissue and decreasing abundance in another. 

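Among the 83 probes, 0 rose in 1 tissue and fell in another by the test of limma for each tissue. With the slides as separate samples 3 did. The body wall and the midgut differed most in the signs of their slopes: 75 slopes were positive and 8 negative in the body wall, against 19 and 64 in the midgut.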

The larval-specific tissues, silk glands and midgut, contained a larger set of downregulated miRNAs during apoptosis, whereas the body wall and fat body had a larger number of upregulated miRNAs during metamorphic transitions. 

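The median slope of the 83 probes was 0.48 log2 units per stage in the body wall, 0.15 in the fat body, -0.04 in the silk gland and -0.25 in the midgut. Slopes were positive for 62 and negative for 21 probes in the fat body, and positive for 36 and negative for 47 in the silk gland. Probe SW-53, which passed the test in the body wall, had a slope of 1.08 there, and SW-24 was the probe that passed in the silk gland. The median standard error of a slope was 0.27 in the body wall and the fat body and 0.42 in the silk gland and the midgut. Within a session, the median log2 change was 0.22 between the body wall of spinning larvae and of pupae (53 probes up, 30 down). It was -0.45 between the midgut of day 7 and of spinning larvae (27 up, 56 down). Between the silk gland of day 7 larvae and of prepupae it was -0.07 (36 up, 47 down), which restates the slope, since these specimens alone set it. The control spots named blank changed too. From day 7 larvae to the last stage, their scaled signals on slides a and b went from 99 and 127 to 1696 and 3106 in the body wall. In the midgut they went from 3686 and 3811 to 399 and 207. They went from 3569 and 3233 to 3589 and 4123 in the silk gland, and from 1695 and 1184 to 1512 and 1707 in the fat body. A part of the background in the slopes was not tested. Single specimens move the medians over all stages. That of the silk gland was 0.69 without its day 7 larvae and -0.71 without its prepupae, that of the fat body -0.06 and 0.25 without its day 7 larvae and its pupae, that of the body wall 0.11 and 0.86 without the same stages, and that of the midgut -0.13 and -0.45 without its day 7 larvae and its prepupae. From the numbers of miRNAs going up and down, the paper states that the larval-specific silk gland and midgut hold more downregulated miRNAs during apoptosis and the body wall and fat body more upregulated ones during the transitions.

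**Figure D3:**
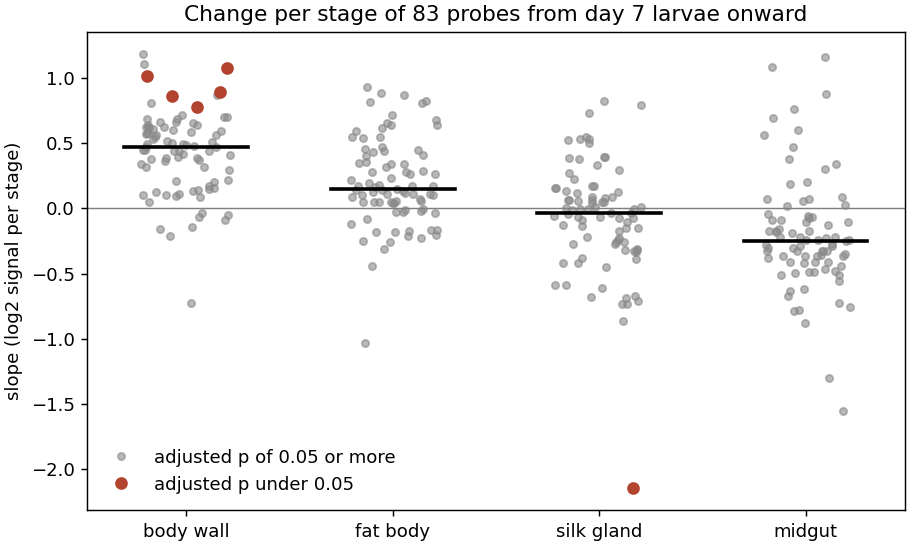
Slope of the log2 signal per stage (vertical axis) of the 83 tested probes in each tissue (horizontal axis). Each point is a probe, the bar is the median, and filled red points have an adjusted p under 0.05. The medians are 0.48 in the body wall, 0.15 in the fat body, -0.04 in the silk gland and -0.25 in the midgut.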

Although miR-2a and miR-13a, miR-10a and miR-10b are closely clustered in the silkworm genome [30], their expression patterns were distinct. Such discrepancies between the expression profiles of unique miRNAs may be attributed to the existence of separate *cis*-regulatory controls. In general, these results provide a record of the set of miRNAs that are differentially expressed during the onset of metamorphosis.

Experiments with alternative probes on females and males confirmed upregulation of let-7 in the body wall, silk glands and fat body, but some fluctuations in the midgut; its expression changes in these tissues further support its potential roles in histolysis and histogenesis [29]. bantam miRNA exhibited constant expression levels in the body wall, silk glands and midgut, but presented significant down-regulation in the fat body (Additional file 1). miR-274 expression was restricted to the silk glands and malpighian tubules (Table 1), and dramatically declined in the silk glands during metamorphosis (Additional file 1). Previous studies have shown robust miR-274 expression during the vigorous periods of silk gland growth and spinning [30], suggesting it has a role in silk gland regulation.

During *B. mori *development, almost all tissues and organs undergo different stages of metamorphic transformation. In the final larval stage, tissues are pupally committed, and their developmental fate is restricted to pupal differentiation under the action of ecdysteroid secreted during the prepupal period [48-50]. The silkworm midgut and silk glands are committed to degenerate after pupal ecdysis within about 48 hours [51-53]. The fat body, however, survives into adulthood through simultaneous histolysis and histogenesis in each transition, particularly from larva to pupa [54]. Death or renewal of these tissues is triggered by ecdysone [48,55,56] and coordinated by the miRNA pathway [12,57]. The physiological functions of miRNAs in histolysis and histogenesis during silkworm metamorphosis are currently open to speculation. Investigation of miRNA expression in these tissues under conditions of programmed cell death or apoptosis may aid in establishing the critical molecular mechanisms underlying metamorphosis.

### Differential or coordinate expression of miRNA arms as well as sense and antisense transicripts

In the present study, we observed that miRNAs from two arms of the precursor were not always equally transcribed (see Additional files 2A, B). For example, in the fifth-instar day 3 larvae, miR-307-5p was expressed at greatest levels in hemocytes, followed by the head, body wall, fat body, ovaries and malpighian tubules for both sexes, but miR-307-3p was not detected in all examined tissues. miR-iab-4-5p was widely expressed in the body wall, midgut, fat body, ovaries, testes and malpighian tubules in both sexes, but only appeared in the body wall of males. Interestingly, miR-276-5p was only expressed in the malpighian tubules of females, whereas miR-276-3p was ubiquitously expressed in all tissues other than the testes. However, miR-281-5p and miR-281-3p were strongly expressed in the malpighian tubules, silk glands and midgut, and weakly expressed in the head and body wall. Conversely, miR-10b-5p and miR-10b-3p displayed strong expression in the head and relatively weak expression in the body wall, midgut and malpighian tubules in both sexes, but were almost undetectable in the silk glands, fat body, gonads and hemocytes. In tissues undergoing histolysis and regeneration, miR-10b-3p/5p pair strongly expressed in the body wall and midgut, and miR-281-3p/5p pair most strongly expressed in the silk gland and midgut; here miRNAs from both arms demonstrated a high degree of co-expression. Nevertheless, other 5p/3p pairs showed large differences during this stage of metamorphosis (Additional file 2B). The underlying mechanism responsible for the co-expression is elusive since this coordinate accumulation occurred selectively.

We also used the sense probes of four miRNAs to examine their antisense transcripts. The asymmetric expression observed for miRNAs was also evident for sense and antisense miRNAs (Additional files 2C, D). In detail, miR-276-5p was only expressed in the malpighian tubules of female fifth-instar day 3 larvae, but its antisense strand was detected in the body wall and malpighian tubules of both sexes. Similarly, miR-263b was only expressed in the head of the two sexes but its antisense strand was detected in the body wall of males. miR-2a was ubiquitously expressed in all tissues, with the strongest signals found in the head and body wall, followed by the gonads and malpighian tubules, and then the silk glands, fat body and midgut, but the antisense strand was not found in these tissues. During metamorphosis, bmo-miR-2a was highly expressed in the four tissues, but no expression signals were detected for its antisense transcript; both miR-276-5p and its antisense transcript were absent or expressed at low levels in the body wall, and fat body, but strongly accumulated in the silk gland and midgut. Their expression changed in a coordinate way, but, according to microarray analysis, miR-276-5p tripled in the silk gland throughout the entire spinning stage, in comparison with anti-miR-276-5p. miR-124 and its antisense transcript showed a high degree of co-expression in the four tissues of fifth-instar day 7 larvae, but expression differences appeared in the larvae at the onset of cocoon spinning, and became greater in the following stages. Sense/antisense miRNAs seem to be employed in a wide range of species [58]. We speculate that more loci in the silkworm will be found to produce sense/antisense miRNAs from the noncoding DNA strand since the reverse complements of many other pre-miRNA hairpins also fold into hairpins reminiscent of miRNA precursors.

## Conclusions

Here, we describe the first spatial expression profile of miRNAs in the silkworm. The diverse miRNA expression patterns we observed indicate that specific aspects of spatial patterning are subject to regulation by miRNAs. Furthermore, we observed varying spatiotemporal patterns of miRNA expression in the silkworm from the larval to pupal stages. Integration of fifth instar day 3 larval and spatiotemporal expression data during tissue metamorphosis should aid in guiding future functional studies of these miRNAs.

## Methods

### Silkworm culture and RNA extraction

A bivoltine strain (DaZao) of *B.mori *was used in this study. After hatching, larvae were reared on mulberry leaves at 25-27°C and 85% H.R. under a 12 h light/12 h dark photoperiod and harvested at specific developmental stages. To generate comprehensive spatial profiles of miRNAs, we collected 18 tissue specimens from both sexes of fifth-instar day 3 larvae, specifically, HD, BW, ASG, PSG, MG, FB, OV and TE, HC, MT. Additionally we collected BW, SG, MG and FB from the late larval to pupal stages. Total RNA was individually isolated from different tissues of silkworms using TRIzol (Invitrogen, USA).

### Microarray printing and hybridization

To determine the global spatial distribution of miRNAs, we designed a DNA oligonucleotide-based microarray, which was constructed largely as described previously [30]. The miRNA probes (designated 'SW' followed by a serial number) on the microarray were complementary to the mature sequences of miRNAs, concatenated up to 40 nt with polyT, and modified with an amino group at the 5'-end. Since probe sets for some miRNAs were present more than once on the array, 106 probes in all were used to investigate the spatial profiling of the 92 unique silkworm miRNAs [30]. These comprised 45 probes for the miRNAs identified by homology searching, 2 for silkworm-specific miRNAs, 4 for the antisense strands of miRNAs, 42 for miRNAs of other organisms non-homologous to the silkworm genome, and 13 as replicate probes for several miRNAs. All probes were synthesized at MWG Biotech (Ebersberg, Germany), dissolved in EasyArray spotting solution (CapitalBio, Beijing, China) at a concentration of 40 μmol/L, and printed in triplicate on aldehyde-coated slides (CapitalBio) using a SmartArray-136 spotter (CapitalBio). Low molecular weight RNA (4 μg) isolated using PEG solution precipitation was labeled using fluorescent Cy3 with T4 RNA ligase, according to a previous protocol [59], and hybridized overnight to the microarray in 16 μl hybridization buffer (15% Formamide, 0.2%SDS, 3 × SSC, 50 × Denhardt's) at 42°C. After hybridization, a SlideWasher-8 instrument (CapitalBio) was applied to wash the slides using washing buffer I(0.2%SDS, 2 × SSC) and buffer II (0.2 × SSC). Slides were dried and then scanned using a laser confocal scanner, LuxScan 10K-A, and images were extracted from data using LuxScan 3.0 software (CapitalBio). Net signals were calculated by subtracting the local background from total intensities, and spots with a negative signal were assigned the value 10. To make the inter-slide signals comparable, net signals of fifth-instar day 5 larvae were normalized on the basis of U6 and 5 S rRNA signals, and net signals of tissues during metamorphosis were normalized with a global-median method [60]. Flawed spots were excluded for further analysis after visual inspection of the hybridization figures using a self-developed program, "Flaw-Spot-Finder," according to X and Y axes of the spot position on the array. The differentially expressed miRNAs were selected with Significance Analysis of Microarrays (SAM, version 3.0) as described previously [61,62]. Signal values of every triplicate spot for each probe on a slide were averaged, and each sample was hybridized with two replicate slides designated 'a' and 'b.' The mean signal values were log_2 _transformed before submission to Gene Cluster 3.0 for cluster analysis. Microarray data passing a threshold of 1000 is generally confirmed by Northern blotting. Therefore, the signal value '1000' was set as the positive expression threshold. Net normalized signal values from each sample were classified into four grades for better analysis. Specifically, values lower than 1000 represented 'not expressed'; 1000 to 4999 represented 'normally expressed'; 5000 to 9999 represented 'highly expressed'; and higher than 10000 were 'excessively expressed', since the saturated intensity on the array was 65,535. The raw microarray data and processed files have been deposited in the NCBI Gene Expression Omnibus [31] under accession number GSE18039. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18039.

### Northern blotting

Total RNA (150 μg) was fractionated using a denaturing 12% polyacryamide-7 mol/L urea gel. RNA contained within the gel was electroblotted to Hybond-N nylon membranes (Ambion) using semi-dry Trans-Blot Electrophoretic Transfer (Bio-Rad). After transferring, RNA was fixed to the membrane by UV cross-linking (1000 μJ, HL-2000 HybriLinker; UVP), followed by baking in a vacuum oven at 80°C for 30 min. DNA oligonucleotides complementary to miRNAs, U6 RNA and 5 S rRNA, were synthesized (Sangon, Shanghai). The 5'-ends of the DNA and Decade Markers (Ambion) were labeled with [γ-^32 ^P] ATP (Amersham) using T4 polynucleotide kinase (Takara) and subjected to purification using a Purification Cartridge (Ambion). The membrane was pre-hybridized in prehybridization solution containing 6 × SSC, 10 × Denhardt's solution, 0.2% SDS and 30 μg salmon sperm DNA (Ambion) at 65°C for about 5 h. Membranes were hybridized in hybridization solution containing 6 × SSC, 5 × Denhardt's solution, 0.2% SDS and 50 μg denatured sheared salmon sperm DNA (Ambion) with 1-5 × 10^6 ^cpm eluted radiolabeled oligonucleotide probes at 10-15°C below the calculated dissociation temperature for at least 10 h. Blots were washed three times for 5 min each at 37°C with 6 × SSC and 0.2% SDS and once at 42°C for at 15 min. After the final wash, blots were wrapped in plastic film and exposed to X-ray film at -70°C for the appropriate time. Finally, the former probes on the Hybond-N nylon membranes were stripped off by washing three times at 90°C in 0.1 × SSC, 0.5% SDS.

## Abbreviations

*B.mori*: *Bombyx mori*; miRNA: microRNA; 3'UTRs: 3'untranslated regions; HD: head; BW: body wall; SG: silk gland; ASG: anterior silk gland; PSG: posterior silk gland; MG: midgut; FB: fat body; OV: ovary; TE: testis; HC:hemocyte; MT: malpighian tubule; GN: gonad; f: female; m: male; SAM: Significance Analysis of Microarrays.

## Authors' contributions

SPL conceived and designed the study, performed microarray and Northern blotting hybridization, analyzed data, and wrote the manuscript. SG, DYZ and JYY prepared the samples and extracted RNAs. QYX and ZHX coordinated the study. QYX reviewed the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Tissue- and organ-specific changes in miRNA expression**. Normalized data of expressed miRNAs were submitted to SAM 3.0 for time-course analysis. miRNAs displaying downregulation or upregulation in all tissues during metamorphosis are presented in light blue. miRNAs displaying downregulation or upregulation in at least two tissues are depicted in light purple, while those downregulated or upregulated in only one tissue are colored gray. The miRNAs colored light yellow are upregulated in one tissue, but downregulated in another tissue. Only miRNAs up- or downregulated in at least one tissue are presented. Abbreviations: BW, body wall; SG, silk gland; MG, midgut; FB, fat body; reg, regulated; score (d), the T-statistic value; up, upregulated; down, downregulated. Click here for file

Additional file 2 **Microarray-based analyses of coordinate transcription and asymmetric transcription of miRNAs**. Co-expression was usually observed for miRNAs derived from both arms of the same precursors, as well as for some miRNAs generated at either strand of the same locus. (A) and (B) Not all miRNAs from both arms of the precursors were coordinately expressed; (C) and (D) likewise, not all miRNAs from both strands of the same locus were coordinately accumulated. (A) Comparison of 3p/5p miRNA pairs in multiple tissues of fifth-instar day 3 larvae. (B) Comparison of 3p/5p miRNA pairs in the four tissues undergoing metamorphosis from larval to pupal stages. (C) Comparison of sense and antisense miRNAs in multiple tissues of fifth-instar day 3 larvae. (D) Comparison of sense and antisense miRNAs in the four tissues undergoing metamorphosis. Abbreviations: HD, head; BW, body wall; ASG, anterior silk gland; PSG, posterior silk gland; MG, midgut; FB, fat body; OV, ovary; TE, testis; HC, hemocyte; MT, malpighian tubule; f, female; m, male; 7d IL5, fifth-instar day 7 larvae; 0hr Sp, 0-hour spinning larvae; 0hr PPu, 0-hour prepupae; 1d Pu, day 1 pupae; 'a' and 'b' represent the average signals of each probe printed at three points on individual blocks. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

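Small RNA of the silkworm was hybridized to a one-colour (Cy3) oligonucleotide array with 106 miRNA probes and 13 kinds of control probe, each miRNA probe printed as 3 spots. The 64 arrays stand for 32 RNA specimens, each on 2 slides, a and b. Of these, 18 specimens are tissues of fifth-instar day 3 larvae, female and male, and 14 are body wall, silk gland, midgut and fat body from fifth-instar day 7 larvae to day 1 pupae. 2 sentences of the paper give day 5 for the larval tissues, whereas the labels give day 3, which was used. The labels of 1 fat body specimen give both day 1 and day 2 pupae, and it was taken as day 1.

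Before deposition, the authors took the spot intensities from the scanned slides with LuxScan, subtracted the local background, set net signals of 0 or less to 10, replaced outlier spots and multiplied each array by 1 factor. For the larval tissues the methods name U6 and 5S rRNA as its basis. For metamorphosis they name a global median and the results a global mean. The ratio of scaled to net signals was 1 constant per array, and the formula behind it could not be recovered from the files. The 5S rRNA spots lay near saturation, at net signals of 62156 to 65147 on the larval arrays. The same held for some miRNA probes (spots at net signals of 64000 or more), among them SW-106, SW-54 and SW-8 in the malpighian tubule, SW-7 and SW-27 in the body wall of prepupae and SW-9 in the fat body of pupae, and the sizes of their differences cannot be read there. The files hold the signals per spot before and after each step and the mean over the 3 spots of a probe. The latter, on a linear scale, were used, and the series table holds the same values (largest difference 0.0).

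Signals under 100 were set to 100 and taken to log2, and slides a and b were averaged, so that 1 specimen is 1 replicate. Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance on the mean signal) and an adjusted p under 0.05 by Benjamini-Hochberg, within each comparison. For the larval tissues a means model with 10 tissues was fitted to the 55 probes at 1000 or more in at least 2 specimens, with an F test, each tissue against the mean of the others, and the anterior against the posterior silk gland. The ovary and the testis have 1 specimen each, which is assumed to vary like the other tissues. Sex was tested over the 16 specimens of 8 tissues with tissue as a block. For metamorphosis the 83 probes at 1000 or more in at least 3 specimens were tested, with tissue and stage as factors, with a slope per stage step in each tissue, with a common slope and for differences between slopes. Within a tissue each sex has 1 specimen, so sex ratios have no p. The closeness of the sexes was tested with an exact permutation test over 40320 pairings and the shares of variance with a permutation test of 100000 draws, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Scipy 1.17.1 was used for ranks.

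The tests were tried on data simulated with the means and spread of the fits and known changes in 15 probes, 50 times each. A difference of 1 on the log2 scale in the head was recovered for 73.2% of the changed probes and a difference of 2 for 99.9%. A sex difference of 1 across tissues was recovered for 95.7% and one of 0.5 for 26.5%. A common slope of 1 per stage was recovered for 99.5% and one of 0.5 for 52.4%. A slope of 0.5 in the body wall alone was recovered for 5.3%. Among unchanged probes 0.09% to 1.75% were called. The simulated values were independent between probes and specimens, without a shift shared by an array or a session. In the metamorphosis data the consensus correlation within a session was 0.64, so these shares need not hold for the real arrays. The arrays give signals and not counts, and their number limits the precision. Across probes, slides a and b differed by a median of 0.155 on the log2 scale on the larval arrays and 0.166 in metamorphosis.

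Before the data were examined, the probes to name were fixed by a rule: up to 5 per direction with the largest difference among those past the threshold of each contrast or trend, up to 10 per tissue for the sex ratios, every miRNA that the paper names at a claim and the members of several lists (muscle, nervous system, heterochronic, cell death, Hox cluster, metabolism, gut and tubule, and sets from Table 1). The values in the tables of the paper had been seen by then. The files give the probes as SW-1 to SW-106 without miRNA names, and neither the paper nor its supplement lists probes with names. A single printed value ties 1 of them to a name: the highest signal, 79375.67, given for miR-1 in the female head, is that of SW-7. The lists, the counts of unique miRNAs and the comparison of arm pairs and of sense and antisense strands were therefore not run, and apart from that signal no value is given for a named miRNA. The ratios of Table 2 pair 24 of its 36 miRNAs with 1 probe each, but such a pairing is inferred from the values and was not used for any test or count. By the same inference SW-7 and SW-68, SW-17 and SW-41, and SW-53 and SW-76 may be replicate probes of 1 miRNA each. Sessions were read from the array labels: 7 in an earlier and 3 in a later period. The alternatives, set before the data were examined unless noted, were a floor of 10 or 1000, no filter, centring on array medians, quantile normalization of the normalized signals, normexp background correction with an offset of 50 and quantile normalization from the scanner signals, either slide alone, the slides as separate samples with and without a block for the letter a or b, the session as a random or fixed block, leaving out each specimen, other thresholds (500 and 2000) and other ratios. The letters a and b do not mark pairs: the slide differences of 2 larval specimens had a median correlation across probes of 0.032.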

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

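The tests of the Blank spots and of U6 were chosen only after the result was seen. Of 12 groups of 4 to 8 specimens examined for a sample far from the others (in the number of bright probes, the median signal and the scaling factor), 3 held one. The groups hold different tissues or stages and not replicates, and the measures share specimens, so no rate by chance can be set beside this. The fat body of day 7 larvae had a mean of 39 probes at 1000 or more per array against up to 53.5 in the later stages, and a median signal of 683.25 against up to 1015.7. The female head had a scaling factor of 2.97, the highest of the 8 female tissues. The spots named blank in lower case (3 per array), which the paper does not report on, had a median scaled signal of 1846 on the 36 arrays of the later sessions and 26.3 on the 28 earlier ones, and reached 1000 on 27 of the 36 and on 0 of the 28. In the silk gland of day 7 larvae at least 27 of the 42 probes for miRNAs of other organisms reached 1000. The paper does not discuss these as a class. No larval specimen except the male body wall (at least 1) needs such a probe to account for its count. In the midgut of day 7 larvae at least 20 did so.

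In larval body wall and malpighian tubule, 23 probes reached 1000 that did so in no other larval tissue. The authors' scaling is argued against, since net signals before it still gave 1.90 times as many bright probes per array as in the other tissues (46.5 against 24.5). A raised background of the arrays stays open, because the control spots on these 8 arrays go both ways: the 6 named Blank had a median net signal of -4.5 and the 3 named blank one of 2503, at 1000 or more after scaling on 7 of the 8. What the spots named blank hold is not stated. The later hybridization period stays open too: the median later midgut or fat body specimen had 43.5% of the 23 probes at 1000 or more (range 21.7% to 100%), between the 50% set for a cause and the 25% set against it. The period and a biological difference of these tissues cannot be told apart, because no other larval tissue was hybridized in the later period.

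In the body wall 30 probes were higher in the male and 0 in the female. The authors' scaling as the source is argued against by net signals before it, which gave 52 male-biased and 0 female-biased probes. More labelled RNA of every kind on the male arrays is argued against by U6, whose net signal in the male was 1.00 and 1.01 times that in the female on slides a and b, where the bright probes were higher by a median of 1.91-fold. A general rise of the miRNA signals relative to U6, from the RNA of this specimen, stays open. The counts after centring on the median of the bright probes (8 male-biased, 3 female-biased) do not decide it, since the centring itself evens them. By Northern blot, with U6 among the loading controls, the paper also reports male-biased expression in the body wall for several miRNAs, bantam among them. Whether those blots used RNA of other larvae is not stated, so they do not decide it here. A general rise in this specimen and a difference between the sexes, which is untested on these arrays, cannot be told apart with 1 specimen per sex.

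Slopes were mostly positive in the body wall (75 of 83), mostly negative in the midgut (64 of 83) and weakly so in the silk gland (47 of 83, median -0.04). For the body wall the hybridization session may account for much of the rise: between the body wall of spinning larvae and of pupae, hybridized in 1 session, the median change was 0.22, where the slope over all stages gives 0.95. For the midgut the change within a session was -0.45, more than the -0.25 that the slope over all stages gives, which goes against the session but stays short of the -0.5 set to exclude it. For the silk gland it was -0.07, the same as the slope over all stages gives. This holds by construction: with 3 equally spaced stages the slope rests on the first and the last, which shared a session. A difference between sessions therefore cannot enter the silk gland slopes. From net signals without the scaling the median slope kept its sign in 2 of the 3 tissues (0.57 in the body wall, -0.56 in the midgut and 0.001 in the silk gland), which does not settle the part of the scaling. A background that changed over the stages stays open. The spots named blank rose in the body wall (scaled signals of 99 and 127 in day 7 larvae, 1696 and 3106 in pupae). In the midgut they fell (3686 and 3811 in day 7 larvae, 399 and 207 in prepupae). The spots named Blank had a median net signal of -4.4 on the later arrays. Stage, as the biological explanation, and session cannot be told apart in the body wall and the midgut with 1 specimen per stage. In the silk gland, stage and a difference between single specimens cannot be told apart.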

How the results depend on the processing

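The fits over probes at 1000 or more on at least 2 or 4 of the 36 arrays, the shares of variance with a session block, the sex ratios divided by their median and the test with the hemocyte sexes exchanged were chosen after seeing the data. Of 354 comparisons of a main count or share with an alternative, 124 moved by more than 1.5 times or to the other side of the threshold, 0 reversed and the rest stayed. The F tests over tissues kept to 51 to 66 probes in the larval tissues outside the fits with a floor of 1000 (45) or no filter, and the tissue share of variance passed in each of its alternatives. For the results below that moved, the cause was not tested. Arm pairs, sense and antisense pairs and miRNA lists were not run. Signals near the background are set by the floor, which limits what can be said of dim probes.

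Without the filter, 103 larval probes differed between tissues, 2 between the silk gland sections and 33 between tissues in metamorphosis, while 0 had a trend (body wall 0 rising, silk gland 0 falling) and 3 a common trend (2 rising). With a floor of 10 the silk gland sections gave 0 and the trends 1 (body wall 0). With a floor of 1000 the larval contrasts gave 216, the sections 0, and the trends 3 rising in the body wall and 3 falling in the silk gland. With that floor, SW-33 in the midgut turned to -0.023, SW-63 in the ovary to -0.136 and SW-41 in the hemocyte to -0.062, none past the threshold. With median centring 0 probes had a trend in any tissue (body wall 0, silk gland 0), 1 rose and 8 fell in common, and the median slope of the body wall was -0.01, which the centring itself sets near 0. The stage share of variance was then 14.0% (permutation test, 14 specimens, p = 0.0161). With normexp and quantile normalization 2 probes had a trend (body wall 0, silk gland 0, midgut 1 rising and 1 falling), and 12 a common trend (7 falling). With quantile normalization of the authors' values the sections gave 2, the trends 2 (body wall 0, silk gland 0, midgut 1 rising and 1 falling) and the common trend 11 (6 falling). Over either slide alone the sections gave 0 to 5, the trends 0 to 5, the body wall 0 to 5 rising and the silk gland 0 falling. With slides as separate samples with the replicate block, the sections gave 5, sex 1, the contrasts in metamorphosis 199, the trends 80 in 64 probes, slope differences 36 and the common trend 24 (20 rising, 4 falling). Without the block the last 3 results were 31 slope differences and 25 common trends (21 rising, 4 falling), and the contrasts 201. In both, trends were 57 rising and 1 falling in the body wall, 1 rising in the silk gland, 1 rising and 5 falling in the midgut, and 12 rising and 2 falling in the fat body. A random block for the session left 1 probe with a trend (body wall 0) and 3 with a common trend (2 rising). A fixed block left 0 with a trend (body wall 0, silk gland 0) and 3 with a common trend (2 rising). The last stage against day 7 gave 3 changes (body wall 2 rising). Without day 1 pupae there were 17 trends in 16 probes (body wall 13 rising and 1 falling, silk gland 0 falling, fat body 2 rising and 1 falling). With probes at 1000 on at least 2 of the 36 arrays the sections gave 0. At a threshold of 2000 the expressed probes summed over tissues fell from 323 to 203 and the ubiquitous ones from 12 to 4. The sex-biased pairs with the gonads, 64 in all, were 32 at a ratio of 2, 40 with the ratios divided by their median, 106 from net signals and 97 at a signal of 500.

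In the leave-one-out fits, the silk gland sections gave 0 to 3, the contrasts in metamorphosis 70 to 124 (70 without the body wall of spinning larvae), the trends 0 to 29, in 0 to 29 probes (body wall 0 to 28 rising and 0 to 1 falling, silk gland 0 to 1 falling, midgut 0 to 1 falling, fat body 0 to 6 rising and 0 to 1 falling), slope differences 0 to 2 and the common trend 2 to 9 (1 to 8 rising). The sections gave 3 without either body wall specimen and 0 without any 1 of the head, silk gland, midgut, fat body or malpighian tubule specimens. Of the trends, 0 were left without the body wall of day 7 larvae, 1 without the midgut of day 7 or of spinning larvae, 2 without the body wall or the midgut of prepupae, 14 without the fat body of day 7 larvae, 15 without that of spinning larvae and 29 without the body wall of pupae. Of the common trends, 3 were left without the body wall or the midgut of day 7 larvae and 2 without the fat body of day 7 larvae. For the other counts and the named probes, 2479 comparisons gave 2126 on the same side or within 1.5 times, 349 that moved and 4 that reversed.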

Differences from the paper's values

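The counts here are of probes, whereas the paper counts unique miRNAs in most places, so a count here can be larger for a miRNA with replicate probes. For the body wall the paper gives 35 miRNAs in its Table 1, which joins the sexes, draws on Northern blots as well and lists only miRNAs above 1000 in at least 4 specimens. Without that filter, 65 probes were at 1000 or more in at least 1 sex here, so the counts are not of the same kind. Of the alternatives set before the data were examined, a threshold of 2000 (34), the threshold in both sexes (34), the threshold on every slide of a specimen (47) and slide b alone (48) fall within 1.5 times of it, and a threshold of 500 (88), median centring (19) and slide a alone (72) do not. The filter of that table, counted on arrays and applied only after seeing the values, gave 49 probes. The order of the tissues differs too: in that table the malpighian tubule and the head stand above the body wall, which leads here through its male specimen. The paper gives an average signal of 3228.516, and the mean over all probes was 1735. The mean over the 53 probes at 1000 or more on at least 4 arrays, a set chosen after seeing the values, was 3228.516, and that over the 67 probes on at least 2 arrays, also chosen after, was 2618.

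The paper gives 63 miRNAs altered in at least 1 tissue during metamorphosis, by SAM with a threshold it does not state, and 6 probes passed here. With the slides as separate samples, with or without the block, 64 passed, which is within 1.5 times of the value of the paper. Each of the other alternatives set before the data were examined gave 0 to 29. The paper gives 10 miRNAs that rose in at least 2 tissues, and 0 probes did so here. With the slides as separate samples 10 did, and 0 or 1 under the other alternatives. It gives 8 that fell in at least 2 tissues against 0 here, with 1 for the slides as separate samples, 1 without day 1 pupae and 0 under the others, so no alternative comes within 1.5 times. For miRNAs that rose in 1 tissue and fell in another the paper gives 14. Here the number was 0, with 3 for the slides as separate samples and 0 under the other alternatives.

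Additional file 1 lists, by entry, 35 rising and 1 falling for the body wall, 11 rising and 16 falling for the silk gland, 10 rising and 32 falling for the midgut, and 23 rising and 9 falling for the fat body (the paper's values, with replicate probes as entries of their own). Here 5 rose and 0 fell in the body wall, 0 rose and 1 fell in the silk gland, and 0 rose and 0 fell in the midgut and in the fat body. For the body wall, rising, the highest leave-one-out fit (28, without the pupae) falls within 1.5 times and none of the others does, the slides as separate samples giving 57. For the body wall, falling, the slides as separate samples, the fit without day 1 pupae and the highest leave-one-out fit gave 1. For the silk gland, the midgut and the fat body, no alternative comes within 1.5 times of the paper's values in either direction. The slides as separate samples gave 1 rising and 1 falling in the silk gland, 1 rising and 5 falling in the midgut, and 12 rising and 2 falling in the fat body. In direction, the paper finds more miRNAs going down in the silk gland and the midgut and more going up in the body wall and the fat body. The signs of all slopes here lie the same way, with 47 of 83 negative in the silk gland, 64 in the midgut, 21 in the fat body and 8 in the body wall. For the silk gland this rests on single specimens and on the scaling: its median slope was 0.69 without its day 7 larvae, and 0.001 from net signals. In the fat body the median was -0.06 without its day 7 larvae.

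On microarrays the paper finds no section-specific miRNA in the silk gland and no evident expression differences between its 2 ends, while by Northern blot it finds bantam, miR-228 and miR-79 higher in the anterior than in the posterior section. Here the same 24 probes were at 1000 or more in both sections. In the test of their levels by limma SW-63 was 1.35 higher in the anterior section (adjusted p = 0.034), at signals under 1000 in both. It did not pass with a floor of 10 (adjusted p = 0.275), a floor of 1000, slide a alone (adjusted p = 0.425) or in 12 of 18 fits that left out 1 specimen. The sections were hybridized in different sessions, so section and session cannot be told apart. SW-63 is thus at most weak evidence against the absence of evident differences. It does not bear on the finding at the threshold of 1000. The paper places its highest signal in miR-1 of the female head. The same value, 79375.67, was found for SW-7 in the female head.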

Other observations

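4 probes had the same direction in several tissues, noticed in the data and not fixed before. SW-54, SW-106 and SW-8 were higher in the larval malpighian tubule, where 8, 12 and 4 of their 12 spots lay near the ceiling of the scanner (net signals of 64000 or more), so that the sizes of these differences (7.04, 6.95 and 6.90 on the log2 scale) cannot be compared. SW-33, away from the ceiling, was higher by 4.26 (standard error 0.30, adjusted p = 4.59e-10). All 4 were higher in the anterior silk gland (SW-33 by 2.53 and SW-8 by 1.95) and lower in the ovary and the testis, where both specimens lay at the floor. In metamorphosis SW-106, SW-54, SW-8 and SW-33 were higher in the midgut (3.56, 2.87, 2.35 and 2.15) and all 4 were lower in the body wall (SW-8 by a difference of -2.74 and SW-33 of -2.49).

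Another set, SW-7 and SW-68, was higher in the larval head (6.49 and 4.41), body wall (3.30 and 3.77) and midgut (SW-68 by 3.03) and lower in both sections of the silk gland and in the hemocyte (-3.70 and -3.76), and kept these directions in the body wall, midgut and silk gland of metamorphosis.

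Other splits of the specimens were counted, 100 for each test. For sex across tissues, 0 probes passed for the real sexes, 100 of 100 splits gave as many, and the highest other gave 1. A real count of 0 is reached by every split, so these splits decide nothing. For tissues in metamorphosis, the real F test gave 51 and the highest other split 6, and the contrasts gave 107 against 12. In each, 1 of 100 splits (the real one) gave as many, which argues against a chance assignment of the tissue labels. For slope differences 0 passed, so that 100 of 100 gave as many by construction, which decides nothing. The highest other gave 42. For the common trend the real order gave 7, and 2 of 100 orders, the real one included, gave as many. That is under the share set beforehand, but the highest other order gave 34, so chance is not excluded here. An order that calls several times as many points to a structure of the specimens. In that order, position correlated with the median signal of the arrays within tissues at 0.762 (Pearson, over the 14 specimens), against 0.554 for the real order of the stages. When the session was a fixed block, 3 common trends passed.

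The ratio of the control probes zip21 to zip23 lay above 1 on 12 of 12 female or ovary arrays of the earlier sessions other than hemocyte (1.38 to 2.99) and on 0 of 12 male or testis arrays (0.363 to 0.689). On the hemocyte arrays it was below 1 for both female arrays (0.399 and 0.443) and above 1 for both male arrays (2.18 and 2.19). What these controls mark is not given. With the hemocyte sexes exchanged, an alternative chosen after seeing the data, the 3 male-biased probes of the hemocyte would be female-biased, and 0 of 55 probes differed between the sexes by limma (0 at an unadjusted p under 0.05), as against 0 (2 unadjusted) with the labels.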
